# Metatranscriptome Analysis of Fig Flowers Provides Insights into Potential Mechanisms for Mutualism Stability and Gall Induction

**DOI:** 10.1371/journal.pone.0130745

**Published:** 2015-06-19

**Authors:** Ellen O. Martinson, Jeremiah D. Hackett, Carlos A. Machado, A. Elizabeth Arnold

## Abstract

A striking property of the mutualism between figs and their pollinating wasps is that wasps consistently oviposit in the inner flowers of the fig syconium, which develop into galls that house developing larvae. Wasps typically do not use the outer ring of flowers, which develop into seeds. To better understand differences between gall and seed flowers, we used a metatranscriptomic approach to analyze eukaryotic gene expression within fig flowers at the time of oviposition choice and early gall development. Consistent with the unbeatable seed hypothesis, we found significant differences in gene expression between gall- and seed flowers in receptive syconia prior to oviposition. In particular, transcripts assigned to flavonoids and carbohydrate metabolism were significantly up-regulated in gall flowers relative to seed flowers. In response to oviposition, gall flowers significantly up-regulated the expression of chalcone synthase, which previously has been connected to gall formation in other plants. We propose several genes encoding proteins with signal peptides or associations with venom of other Hymenoptera as candidate genes for gall initiation or growth. This study simultaneously evaluates the gene expression profile of both mutualistic partners in a plant-insect mutualism and provides insight into a possible stability mechanism in the ancient fig-fig wasp association.

## Introduction

Mutualisms are ubiquitous in nature and often enhance the nutrition, protection, and/or reproduction of participating partners (see [1, 2]). Yet, mechanisms that maintain mutualisms largely remain unknown [3–5], in part because both partners typically incur a cost when providing a benefit to one another [6–8]. These costs create an inherent tension because selection shapes each lineage to maximize its own fitness by minimizing costs [9, 10]. In mutualisms characterized by vertical transmission (e.g., obligate bacterial endosymbionts and their insect hosts) these tensions are reduced because reproductive success of the symbiont is directly tied to that of its host [5]. However, in mutualisms with horizontal transmission (e.g., pollinator and plant mutualisms), the partners are often not as closely aligned, which can allow the exchange of costs and benefits to shift toward parasitism and a breakdown of the mutualistic association [11].

The obligate mutualism between figs (*Ficus* spp.) and fig wasps (Chalcidoidea, Agaonidae) arose >80 million years ago [12–15] and has long been of interest for addressing the mechanistic aspects and evolution of mutualistic interactions (reviewed in [16]; see also [17–19]). Figs are exclusively pollinated by fig wasps, which can only reproduce in fig flowers. Within the enclosed inflorescences of figs (i.e., syconia), a flower that receives pollen and a fig wasp egg will develop into a gall that will house a developing larva. Alternatively, a flower that receives only pollen will give rise to a fig seed. Because a single flower cannot yield both a fig wasp and a fig seed [20], an inherent tension exists: the fig requires both seeds and wasps to carry pollen to the next fig, but the ovipositing fig wasp (i.e., the foundress) does not gain an individual advantage by leaving flowers for seed development [14]. Indeed, reproductive success of the foundress could be greatest if it exploited all available flowers [20].

Yet, researchers have long noted that wasps consistently oviposit in only about half of the flowers available in a fig syconium (e.g., [17, 20]). This has led some authors to suggest that stabilizing mechanisms are used by the fig tree to control the fig wasp-to-seed ratio [19, 21, 22]. Such stabilizing mechanisms could explain the observation that regardless of the number of foundresses entering the fig, the number of emerging offspring remains relatively constant across syconia of the same species [17].

Use of only a subset of available flowers by foundresses cannot be explained by physical limitations in ovipositor length or egg number [3, 5, 17, 23, 24]. It also does not reflect overt differences in the structure of the flowers: those receiving pollen and eggs (gall flowers) and those receiving only pollen (seed flowers) are structurally similar with regard to ovule shape and ovipositor access, and differ structurally only in terms of style length and stigma shape (Fig 1) [25]. Yet despite their structural similarity, flowers within a given syconium are not equally attractive to fig wasps [21, 25]: flowers located closer to the lumen of the syconium are strongly preferred for oviposition, whereas those near the fig wall are preferentially only pollinated [3, 22] (Fig 1). These flowers are referred to as ‘gall flowers’ and ‘seed flowers,’ respectively, based on their position, use by foundresses, and the ultimate production of galls or seeds in mature syconia.

**Fig 1:**
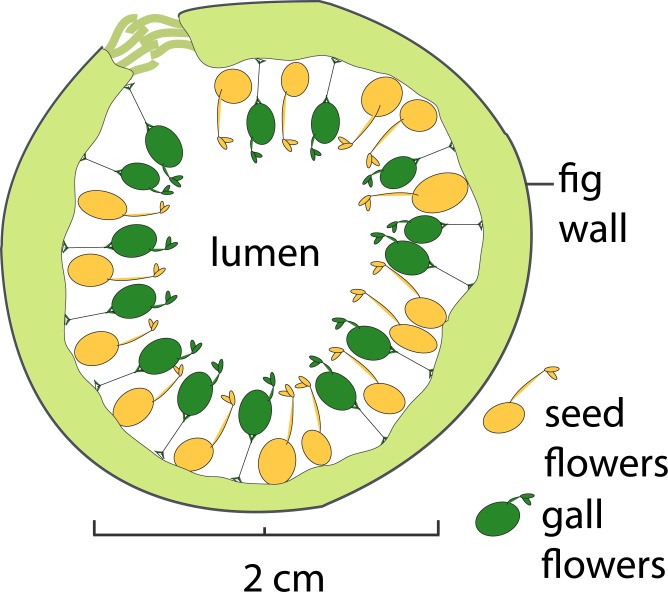
Schematic diagram of a cross section of a receptive syconium of *Ficus obtusifolia*. All parts of the syconium are drawn to scale, but flower density was decreased for this illustration.

Based on observations that foundresses are selective in choosing flowers for oviposition, West and Herre [21] proposed the ‘unbeatable seed’ hypothesis, suggesting that seed flowers may be physiologically incapable of developing into galls or do not support larval development after gall induction [21]. Evaluating this hypothesis, and understanding the dynamics of fig-fig wasp interactions more generally, requires an understanding of factors 1) motivating oviposition choice by foundresses, and 2) influencing gall induction. However, both the unbeatable seed hypothesis [24] and potential mechanisms underlying it have yet to be tested directly. In particular, whether subtle differences in gall- and seed flowers drive oviposition choice remains unknown, and potential mechanisms by which foundresses induce gall formation have not been identified.

The aim of this study is to examine potential differences in gall and seed flowers in developing figs, with particular attention to differences in gene expression that can provide insight into oviposition choice and gall induction. To do so we sequenced mRNA of flowers located near the lumen wall (putative seed flowers) and in the interior of the lumen (putative gall flowers) in developing syconia of *Ficus obtusifolia*, a monoecious fig that grows natively in lowland forests in Panama. Specifically we compared metatranscriptomes of gall and seed flowers before and after fig wasps entered syconia to determine (1) biochemical and metabolic differences between these two flower types that may influence oviposition by foundress wasps, and (2) gene expression in floral tissue at gall initiation [26]. This metatranscriptome analysis examines expression by all eukaryotic organisms present within flower tissue, and represents the first metatranscriptome of fig-fig wasp interactions. By providing a first perspective on gene expression relevant to oviposition choice and galling, which are essential to the fig and fig wasp interaction, we aim to develop hypotheses regarding the stability of this ancient and remarkable mutualism.

## Materials and Methods

This study was conducted at Barro Colorado Nature Monument, Panama (BCNM; 9°9’N, 79°51’W; 25m above sea level; for a full site description see [27]). A terrestrial and marine collection and export permit was obtained from the National Environmental Authority (ANAM) of Panama for the collections in this study.

Flowers of wild *Ficus obtusifolia* (subgenus *Urostigma*, section *Americana*) were collected in January-February 2010. Dozens of trees were surveyed over several months to identify two trees with compatible timing, defined as one releasing pollinating wasps (i.e., a source tree) and the other having nearly receptive syconia (i.e., a recipient tree) at the same time. Selected trees were mature individuals located ca. 8.6 km apart, which is within the natural flight range of foundresses [28].

Syconia of the recipient tree were covered individually with fine mesh bags to exclude pollinating and non-pollinating fig wasps. When syconia on the recipient tree became receptive, a single foundress (i.e., one *Pegoscapus hoffmeyerii* female), obtained from the source tree, was introduced to each fig. Each recipient syconium was then re-bagged for 24 hours to ensure pollination and galling by only a single individual with a known entrance time.

### RNA isolation and sequencing

A ‘receptive’ sample of fig syconia was collected from the recipient tree prior to the introduction of foundresses, and a ‘pollinated’ sample of fig syconia was collected 24 hours after foundress introduction, when the first signs of gall growth could be observed. Syconia were submerged immediately in RNAlater (Qiagen) and held at -20°C until flowers were collected. Putative gall and seed flowers were identified only by their location (nearest to the lumen or nearest to the syconium wall, respectively) (Fig 1), and not by style length or stigma shape. This selection process was validated by the absence of sequenced wasp mRNA in pollinated seed flowers (Fig 2).

**Fig 2:**
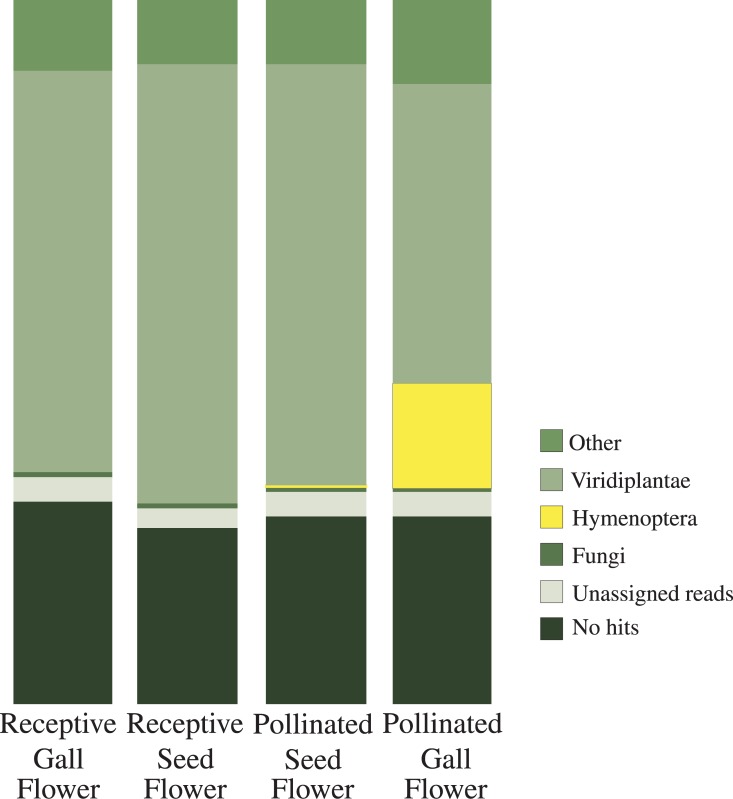
Taxonomic placement of assembled transcripts for each flower type. Columns indicate the percent of total transcripts assigned by MEGAN to Viridiplantae, Hymenoptera, fungi, and other organisms, as well as transcripts that had no annotation.

Flowers were removed with sterile microforceps, pooled with hundreds of flowers of the same position and pollination status from 2–3 additional syconia from the same recipient tree, and stored separately in RNAlater at -80°C to yield four types of samples: 1) receptive gall flowers, 2) receptive seed flowers, 3) pollinated gall flowers, and 4) pollinated seed flowers.

Before extraction, each sample was soaked in RNase-free water for 1 minute to remove residual RNAlater and then ground in liquid nitrogen. Total RNA was extracted from each of the four sample types using the Spectrum Plant Total RNA Kit following manufacturer's instructions (Sigma-Aldrich, St. Louis, MO) and visualized on an Agilent 2100 Bioanalyzer (Santa Clara, CA) to assess quality. cDNA library creation and sequencing was performed at the University of Arizona Genetics Core (UAGC) using the Illumina RNA-Seq TruSeq protocol on a HiSeq 2000 (San Diego, CA) with paired 100 bp reads with a 300 bp average insert length. The four resulting libraries were pooled and run on two-thirds of one lane.

### Assembly and mapping

After assessing read quality in FastQC version 0.10.0 (www.bioinformatics.bbsrc.ac.uk/projects/fastqc), we removed the first 10 base pairs of every read because they contained a skewed GC content relative to the rest of the read. Further trimming was performed using Trimmomatic version 0.22 (http://www.usadellab.org/cms/index.php?page=trimmomatic) where low quality reads (phred scores <15) were identified from both ends and across the entire read by a 15 bp sliding window. Reads shorter than 75 bp were removed. Raw reads from all samples are submitted to SRA accession SRP029217.

*De novo* assembly for each sample was performed using Oases version 0.2.08 [29]. Because all samples were collected from the same individual tree, all four samples also were combined and assembled to form a non-redundant reference metatranscriptome. We used the Oases “conserve long” option to assemble our final build using a kmer length of 51, and included five additional builds (kmers ranging from 31–51) as long sequences with the minimum contig length set to twice the kmer length [29]. Oases clusters highly similar sequences into groups likely derived from the same loci. The longest read in the group was used for subsequent analyses to prevent redundancy in mapping to the reference metatranscriptome.

Sequence reads from each sample were mapped to the reference metatranscriptome to quantify the abundance of each assembled transcript using the default parameters in CLC Genomics Workbench software (CLC bio, Denmark, last accessed November 10, 2012). The coverage of each transcript was determined in terms of the number of reads per kilobase per million (RPKM) reads mapped. The full data set expression values are deposited at GEO accession GSE55700 (http://www.ncbi.nlm.nih.gov).

### Annotation and taxonomic placement

For functional annotation of each transcript, all sequences were searched against the non-redundant protein database (nr) using BLASTx with a cutoff e-value < 1 x 10^−5^. Gene ontology (GO) terms were then assigned by BLAST2GO v2.5.0 [30]. GO terms were subsequently assigned to metabolic pathways according to KEGG mapping [31, 32].

Taxonomic assignments of transcripts were predicted using MEGAN v4.62.7 [33]. Each taxonomic assignment was performed using the lowest common ancestor (LCA) algorithm, which assigns each transcript to the lowest common ancestor in the NCBI taxonomy from a subset of the best scoring matches from BLAST. Although transcripts from plants were dominant in the data set, a diverse community of organisms was identified within these syconia, including wasps, fungi, and bacteria (Table A in S1 File).

Transcripts assigned to Hymenoptera were tested for the presence of signal peptides using the SignalP v4.1 server [34] and compared to the venom genes of *Nasonia vitripennis* using BLASTp with a cutoff e-value < 1 x 10^−5^ [35, 36]. *Nasonia vitripennis* was used because it is the only member of the superfamily Chalcidoidea to have a known venom composition.

### Statistical analyses

Due to difficulties in obtaining high-quality RNA in the field, we were unable to replicate our sample types for analysis. Therefore, we focus our analysis on transcripts that are significantly differentially expressed, and present in overrepresented gene ontology (GO) categories, with the aim of providing a first estimate of differences in expression between gall- and seed flowers before and after pollination. Each sample in this study is a pool of hundreds of individual flowers from multiple syconia, which averages biological variation among flowers in each category on the recipient tree. A previous study has shown that RPKM < 5 are unreliable in single replicate studies; therefore we only report transcripts with an RPKM value > 20 in at least one sample, which have been shown to be more robust [37].

Transcript abundance levels were analyzed with the CLC Genomics Workbench software to assess significant differences in expression levels based on RPKM. Expression levels were compared using the Kal test (a Z test) [38] with a p-value corrected for false discovery rate (FDR) to contrast gene expression by (1) receptive gall flowers vs. receptive seed flowers, and (2) pollinated gall flowers compared separately to pollinated seed flowers and receptive gall flowers. Overrepresented GO categories were determined using BiNGO v2.44 in Cytoscape version 2.8.2 [39]. Subsets of GO terms were compared to all the GO terms identified in the reference metatranscriptome.

## Results and Discussion

After trimming low-quality base pairs and reads, ca. 204.7 million clean paired-end reads remained for assembly. Samples averaged 51.2 million reads (Table 1). *De novo* assembly of clean reads resulted in an average of 36,092 (SE = 3,179) transcripts per sample. Pollinated gall flowers had the greatest number of assembled transcripts as they contained eggs of pollinating fig wasps in addition to plant tissue (Table 1, Fig 2).

**Table 1:** Sequencing and assembly statistics for each flower type.

	Total transcripts	Annotated transcripts	Total reads	Mapped reads (%)
**Receptive Seed**	32394	24091	17220340	67.3
**Receptive Gall**	32711	22950	72519250	70.8
**Pollinated Seed**	33669	24396	31455052	70.9
**Pollinated Gall**	45595	33031	83553656	70.6

Columns indicate number of assembled transcripts, transcripts annotated through BLASTx, and raw reads obtained from sequencing, as well as the percentage of raw reads that mapped onto assembled transcripts.

### Mapping and annotation

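Flowers nearest the lumen (gall flowers) and flowers nearest the syconium wall (seed flowers) were compared before a foundress had entered (receptive) and after foundress introduction (pollinated), all on the same tree. Each of the 4 flower types was sequenced as 1 library from pooled flowers, so there are no replicates and the spread between samples is not known. The authors assembled the reads of all libraries together, kept the longest sequence per locus and mapped each library to the resulting 54550 transcripts. For each transcript and library they deposited the count of all mapped reads, the count of uniquely mapped reads and the RPKM. Transcripts are called here by their locus number in that table, and gene names are those of protein matches in other species. The transcripts were 102 to 17080 bp long with a median of 449 bp, and 10807 of them (19.8%) were shorter than 200 bp. Mapped reads numbered 51063005 in receptive gall flowers, 11584069 in receptive seed flowers, 58969477 in pollinated gall flowers and 22141107 in pollinated seed flowers. These were 70.4%, 67.3%, 70.6% and 70.4% of the total reads that Table 1 gives for the same libraries. Reads that matched several transcripts made up between 1.61% and 2.27% of a library. A count of 0 allows up to 3 reads, which on a transcript of 1 kb is an RPKM of 0.0588 in receptive gall flowers, 0.259 in receptive seed flowers, 0.0509 in pollinated gall flowers and 0.135 in pollinated seed flowers. Intervals and limits cover counting error only, because reads without molecular identifiers are not independent molecules. Counts may also include both reads of a pair, which would make the intervals too narrow. Differences were tested as in the paper, with Kal's Z-test on RPKM, here taken as a share of the library's summed RPKM (2-sided, Benjamini-Hochberg adjustment over transcripts with a value in either library). A transcript was called where its adjusted p was under 0.05 and its RPKM was above 20 in at least 1 of the 4 libraries, which held for the RPKM of 10434 transcripts. Such a test compares 2 libraries, not 2 conditions.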

Cleaned reads were mapped for each sample to the reference transcriptome. Over half of the transcripts (51.2%, 27,929 transcripts) were present in all four samples (S1 Fig). 

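At least 1 read was mapped in every library for 27938 transcripts (51.2%). Receptive gall flowers had reads on 40375 transcripts, receptive seed flowers on 30078, pollinated gall flowers on 52396 and pollinated seed flowers on 37132. Pollinated gall flowers alone had reads on 11851 transcripts (21.7%), whereas 245 were seen in receptive gall flowers alone, 88 in receptive seed flowers alone and 67 in pollinated seed flowers alone. A further 7524 had reads in every library except receptive seed flowers, the library with the fewest reads. The count shared by all libraries fell to 25742 when each library was thinned at random to the size of the smallest, and to 19975 when an RPKM of at least 1 was required.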

An average of 2,612 reads covered each transcripts, but this was highly variable (SD = 6,772). 

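Summed over the 4 libraries, a transcript received 2635 reads on average (SD 7020 over transcripts), or 2589 (SD 6931) when only uniquely mapped reads were counted. The median was 69 reads and the highest sum was 253801. Within libraries the median was 12 reads in receptive gall flowers, 2 in receptive seed flowers, 40 in pollinated gall flowers and 6 in pollinated seed flowers.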

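In the deposited table, a description from the protein search is given for 30166 transcripts. At least 1 hit is listed for 29326, and the lowest e-value is under 1e-05 for 28564 (52.4%). Transcripts with a hit had a median length of 1184.5 bp, and those without had a median length of 244 bp.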

A total of 30,166 of 54,550 transcripts (55.3%) had similarity to a known protein in the NCBI nr database, with a cutoff of e < 1 x 10^−5^. BLAST2GO assigned a functional annotation to 19,566 transcripts (35.9% of the total assembly). 

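At least 1 GO term is listed in the deposited table for 25205 transcripts (46.2%). Among the 10434 transcripts above the RPKM minimum, 7734 carried a GO term and 8346 (80.0%) had a protein hit.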

Taxonomy was assigned for 72.4% of the transcripts with an annotation (Fig 2).

### Distinguishing gall and seed flowers

Previous studies have shown that both pollinating and non-pollinating fig wasps strongly prefer to oviposit in the inner ring of flowers within the fig syconium (i.e., in gall flowers) [21, 22, 25] (Fig 1). Our results were consistent with these observations and indicated that in general we appropriately separated gall- and seed flowers on the basis of position alone. The vast majority of taxonomic assignments for transcripts from pollinated seed flowers were to Viridiplantae (85.9%), with few assignments to fungi (1.0%) and bacteria (2.6%). Around 13.0% were assigned to other taxa at < 1% each (e.g. alveolates and nematodes) or to internal nodes of the tree (Table A in S1 File). In contrast, in pollinated gall flowers nearly a quarter of the transcripts were assigned to Hymenoptera (21.3%) with the majority of the remaining assignments to Viridiplantae (60.8%) (Fig 2). 

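The deposited table holds no taxonomic assignment, so wasp transcripts were traced by their descriptions, with a list of hymenopteran genus names written after the table had been seen. A genus of the list is named for 490 transcripts. Every one of them had reads in pollinated gall flowers, 45219 in all, or 0.0767% of the mapped reads (exact 95% binomial interval 0.0760% to 0.0774%). The receptive libraries had 24 reads on these transcripts in gall flowers (4.7e-05%) and 2 in seed flowers (1.73e-05%). The list misses wasp transcripts described without a genus, such as Giant and icarapin. Its shares are of reads and cover only part of the wasp transcripts, unlike the paper's shares of transcripts. Without reference to descriptions, 10743 transcripts had at least 10 reads in pollinated gall flowers and none in either receptive library. They held 1189129 reads, or 2.02% of the mapped reads of pollinated gall flowers. From the taxonomic assignments in Fig 2, the paper reasons that position alone in general separated gall from seed flowers.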

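Reads on transcripts described with a hymenopteran genus were also counted in pollinated seed flowers, where 23 reads fell on 8 of the transcripts. This was 1.04e-04% of the mapped reads (exact 95% binomial interval 6.58e-05% to 1.56e-04%). The rate of such reads in pollinated gall flowers was 738 times that in pollinated seed flowers (95% interval 492 to 1165). Receptive gall flowers, collected before any foundress entered, give a background for this count. The rate in pollinated seed flowers was 2.21 times the rate in receptive gall flowers (95% interval 1.19 to 4.09). This interval is too narrow if both reads of a pair were counted, so a difference from the background is not established. In receptive gall flowers 17 reads came from Locus 38999, and without that transcript the ratio was 5.27 (95% interval 2.05 to 15.2). Of the transcripts with at least 10 reads in pollinated gall flowers and none in the receptive libraries, 314 had reads in pollinated seed flowers, 1550 in all (0.00700%).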

A few transcripts in pollinated seed flowers (<0.1%) were assigned to Hymenoptera, which could be explained by a very few oviposition events in seed flowers or slight contamination from pollinated gall flowers during collection.

### Receptive gall flowers and seed flowers differ in expression

The preference by ovipositing wasps for the inner ring of flowers has been interpreted previously as evidence that fig trees limit foundresses to a subset of available flowers, allowing for development of both pollinators and fig seeds [21]. Under the unbeatable seed hypothesis this limitation is thought to reflect inherent structural or biochemical differences between gall flowers and seed flowers [21]. To determine whether flowers differ in a manner that could influence oviposition or wasp development, we compared gene expression of gall and seed flowers from syconia that were receptive to oviposition and pollination (i.e., before a foundress entered the syconium).

We found that in receptive syconia, 4,707 transcripts (~10% of plant assigned transcripts) were significantly differentially expressed between the two flower types. This is the first evidence suggesting inherent differences between gall and seed flowers beyond position, style length, and stigma shape, in agreement with predictions from the unbeatable seed hypothesis [21]. Of these, 2,848 were up-regulated in gall flowers. Among these up-regulated transcripts, 127 GO terms were significantly overrepresented in the receptive gall flower compared to the reference metatranscriptome (Table B in S1 File). 

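Kal's test called 4294 transcripts different between the receptive gall and receptive seed libraries, 41.2% of those above the RPKM minimum. With 1 library per flower type, these calls have no replicate check. Of the other tests of this pair, the same test on read counts called 9315, and edgeR's exact test with an assumed biological coefficient of variation of 0.4 called 553. An additive model of stage and flower type, which asks for a difference over both stages, called 161. In simulated libraries with no difference beyond counting error the test called 0 transcripts, and with a coefficient of variation of 0.4 between samples it called a median of 2686.5 (2613 to 2778 in 20 simulations). The 0 follows from the construction of the test, which takes the summed RPKM as sample size, far below the number of reads. In the comparisons of pollinated gall flowers, a coefficient of 0.4 called more transcripts than were observed. Among transcripts with a mean RPKM above 20, the median log2 ratio of gall to seed flowers was -0.51 at 100 to 200 bp, -0.38 at 200 to 300 bp, -0.74 for the 601 transcripts of 300 to 500 bp and 0.19 for the 2877 transcripts over 2000 bp. In pollinated flowers the corresponding values were -0.15, -0.08, -0.12 and -0.10. With the trend of the median ratio with length removed before the test, 3766 transcripts were called, of which 3258 were also called without this step. From the number of transcripts with different expression, the paper proposes that gall and seed flowers differ inherently beyond position, style length and stigma shape.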

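The calls comprised 2462 transcripts higher in gall flowers (57.3% of the calls), with a median ratio of 2.72. Of these, 14 had no read in receptive seed flowers. This share was 54.6% with TMM scaling, 41.8% when both libraries were given the same total and 50.4% with the length trend removed. With another test it was 44.5% (the Z-test on read counts) or 88.4% (edgeR's exact test). Over the transcripts above an RPKM of 20 in all libraries, the median log2 ratio of receptive gall to receptive seed flowers was -0.22, and TMM scaling set the libraries apart by -0.23. Among called transcripts with at least 10 reads in each library, the largest ratio was that of Locus 22234 (154 bp, no description), with an RPKM of 1415 in gall and 6.17 in seed flowers, a ratio of 229 (95% interval 128 to 460). Locus 42713 followed with a ratio of 211 (118 to 422) and Locus 48702 with 131 (101 to 175), both also without a description.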

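GO terms were counted here as the table lists them per transcript, without the parent terms of the hierarchy, over the 10434 transcripts above the RPKM minimum, of which 23.6% were called higher in receptive gall flowers. Flavonoid biosynthetic process was listed for 61 of these transcripts, of which 57 were called higher in gall flowers and 0 in seed flowers. The term naringenin-chalcone synthase activity was listed for 35, of which 33 were higher in gall flowers, and chalcone isomerase activity and phenylpropanoid metabolic process had all of their 15 and 16 transcripts called higher in gall flowers. Carbohydrate metabolic process had 43 of 101. No enrichment p is given, since transcripts with the same description may not be independent.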

Transcripts assigned to L-phenylalanine metabolism, specifically chalcone synthase, were the most common, present in 11 overrepresented GO terms and making up 30% of the top 100 expressed transcripts in gall flowers (Fig 3a, Table C in S1 File).

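Among the 100 transcripts with the highest RPKM in receptive gall flowers, 13 were chalcone synthase (exact 95% binomial interval 7.11% to 21.2%) and 4 were chalcone isomerase. Of the 100, 81 were shorter than 200 bp, including 10 of the chalcone synthase transcripts. Ranked by reads instead of RPKM, the list held 4 chalcone synthase transcripts, and among transcripts called higher in gall flowers it held 14. Receptive seed flowers had 1 chalcone synthase transcript in the corresponding list. The table describes 60 transcripts as chalcone synthase, of which 50 were shorter than 200 bp. These 50 held 71.0% of the chalcone synthase RPKM in receptive gall flowers but 33.6% of the reads. Reads that match several transcripts may be divided among them, and sequence was not analysed here. The summed RPKM of the 60 was 29129 in receptive gall and 7310 in receptive seed flowers, and 36 of them were called higher in gall flowers and 0 lower. Over the chalcone synthase transcripts of Table C alone, the sums were 27415 and 6914, and 19655 and 4358 when only uniquely mapped reads were counted. Locus 42519 (234 bp) had the highest RPKM, 4760 in gall and 84.5 in seed flowers, a ratio of 56.3 (95% interval 49.5 to 64.4). Locus 50635 had a ratio of 1.90 (1.83 to 1.98) and Locus 49990 a ratio of 2.76 (2.59 to 2.93).

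**Figure D1:**
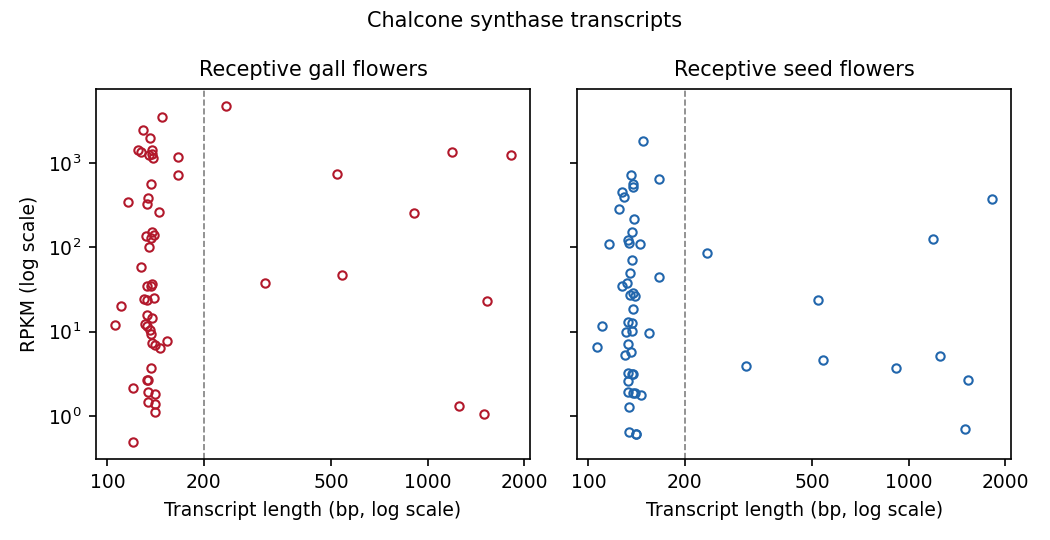
RPKM of the chalcone synthase transcripts against transcript length (bp) in receptive gall and receptive seed flowers, both axes logarithmic, 1 point per transcript and 1 library per panel; the dashed line marks 200 bp, and 5 transcripts without a read in seed flowers are not drawn there. The highest point under 200 bp is at 3511 in gall flowers and 1844 in seed flowers.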

**Fig 3:**
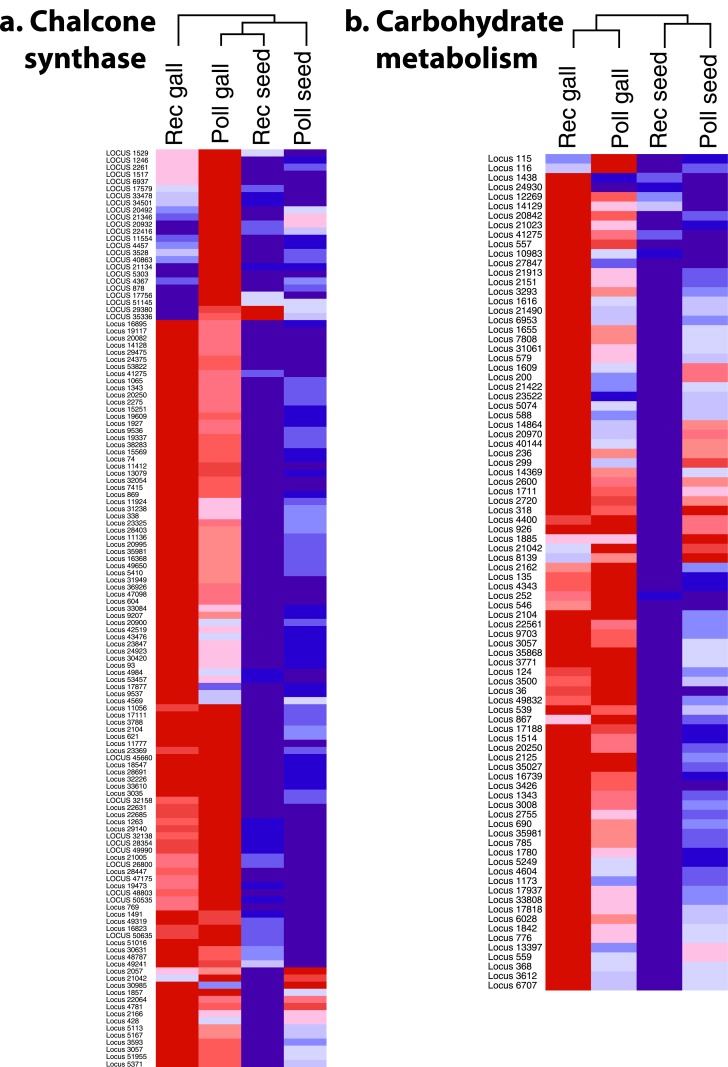
Clustered display of expression data from the metatranscriptome of *Ficus* flowers. Transcripts were selected for this analysis from overrepresented GO terms categories: a) Chalcone synthase and b) carbohydrate metabolism. The color scale ranges from saturated blue for log fold change -3.0 and below to saturated red for log fold change 3.0 and above the mean expression for each flower type. Each transcript is represented by a single row of colored boxes; each flower type is represented by a single column. Annotations for individual transcripts are available in Supplementary Tables 2–4.

All genes necessary to produce flavonoids from phenylalanine were significantly up-regulated in receptive gall flowers [40]. 

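The genes of the pathway were summed over all transcripts that carry each description, as read rates with exact 95% intervals. From receptive seed to receptive gall flowers, the rate rose 23.4-fold (20.8 to 26.4) for phenylalanine ammonia-lyase, 2.45-fold (2.39 to 2.51) for 4-coumarate:CoA ligase, 4.70-fold (4.64 to 4.77) for chalcone synthase and 3.96-fold (3.88 to 4.05) for chalcone isomerase. It rose 4.58-fold (4.34 to 4.83) for flavanone 3-hydroxylase (F3H), 3.78-fold (3.66 to 3.89) for flavonoid 3'-hydroxylase and 1.67-fold (1.60 to 1.73) for dihydroflavonol reductase. The sum of phenylalanine ammonia-lyase leaves out Locus 36926, which Table C lists under this gene and which had a ratio of 4.69 (4.23 to 5.22). The 4 transcripts in that sum had a median length of 172.5 bp and 284 reads in receptive seed flowers. All 4 transcripts of phenylalanine ammonia-lyase, 14 of 25 of 4-coumarate:CoA ligase, 17 of 31 of chalcone isomerase, 4 of 8 of F3H and 7 of 10 of flavonoid 3'-hydroxylase were called higher in gall flowers, and none of them lower. Dihydroflavonol reductase had 2 of 8 called higher and 1 lower. Its Table C transcript, Locus 1263, had an RPKM of 146 in gall and 37.7 in seed flowers. The F3H transcript of Table C, Locus 15251 (191 bp), had an RPKM of 1522 and 38.0. For Locus 51955, a 139 bp fragment of 4-coumarate:CoA ligase with 14 reads in receptive seed flowers, the ratio was 6.24 (3.67 to 11.5) from all reads and 0.452 from uniquely mapped reads. Of the 129 transcripts of Table C, 112 were called higher in receptive gall flowers and 4 lower. The 129 had a median ratio of 3.75 (counting interval 3.52 to 3.85), and 122 lay above 1. TMM scaling moved this median most among the scalings, to 4.39. Medians of 10000 random lists of transcripts of like mean RPKM lay between 0.565 and 1.17, but the study chose the list on these libraries, so this is not independent evidence. The paper proposes that higher flavonoid expression could be a signal that directs foundresses to gall flowers.

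**Figure D2:**
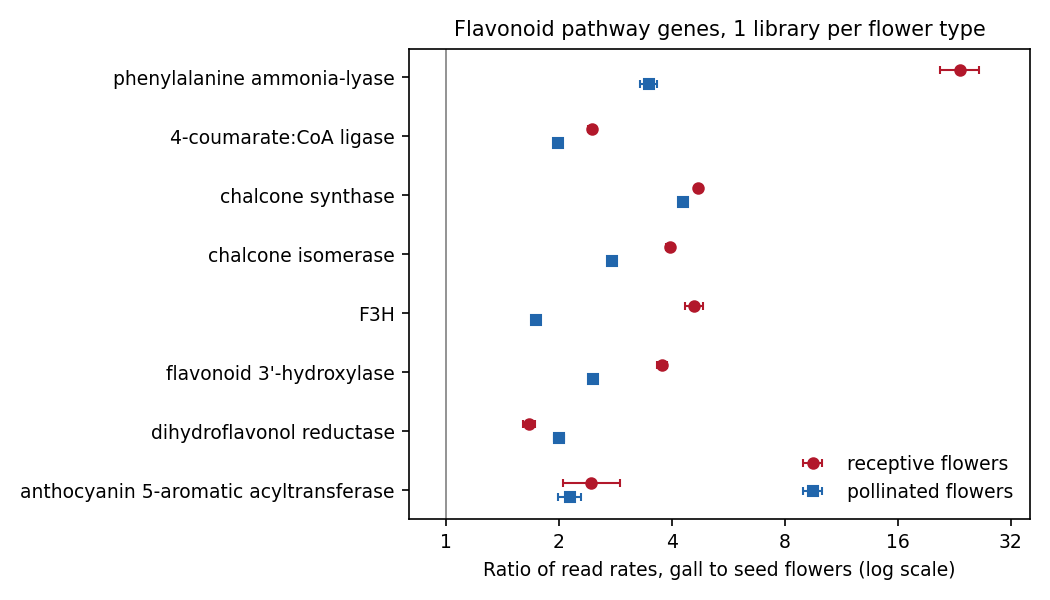
Ratio of read rates, gall to seed flowers (log scale), for 8 genes of the flavonoid pathway in receptive flowers (circles) and pollinated flowers (squares), 1 library per flower type; bars are exact 95% intervals of counting error. All points lie above 1, and phenylalanine ammonia-lyase in receptive flowers lies farthest, at 23.4, a sum without Locus 36926.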

Flavonoids serve many functions in plants, including production of pigments and defense compounds and UV protection (see [41–43]). The roles that flavonoids play in plant-insect interactions also are diverse (reviewed in [44, 45]): they can be feeding stimulants or deterrents to insects [46–48], and stimulate oviposition in several species of Lepidoptera [49–51]. Functions of flavonoids within gall flowers cannot be determined here, but previous research has demonstrated that insects can detect flavonoids in plants and use this information for host selection [52]. Up-regulation of flavonoids in gall flowers could create a strong signal, detectable to the fig wasp, which could direct foundress wasps to oviposit in gall flowers. We propose this as a hypothesis for further study.

A large set of up-regulated transcripts in gall flowers, present in significantly overrepresented GO terms, were associated with sugar and carbohydrate metabolism (Fig 3b, Tables B and E in S1 File). 

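All 88 transcripts of Table E had an RPKM above 20 in at least 1 library and were called higher in receptive gall than receptive seed flowers. Their median ratio was 3.64 (counting interval 3.50 to 3.80), and the ratios ran from 1.42 to 20.8 with quartiles of 2.48 and 6.26. The median was above that of every random list of transcripts of like mean RPKM (0.636 to 1.34 in 10000 lists), although this list too was chosen by the study on these libraries. The transcripts had a median length of 2039.5 bp, in the range where gall to seed ratios were higher in receptive flowers, and their median ratio was 3.30 with the length trend removed. The list shares 7 transcripts with Table C.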

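Averaged over the transcripts of Table E, the ratio of receptive gall to receptive seed flowers was 5.10 (counting interval 5.00 to 5.36). Scaling of the libraries by TMM raised this mean to 5.97, and adding 1 to each RPKM before the ratio lowered it to 4.75. In pollinated flowers the same transcripts had a median gall to seed ratio of 1.39, and 32 were called higher in gall flowers and 2 lower. From receptive to pollinated gall flowers their median ratio was 0.725.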

On average, transcripts within these GO terms had a 5.1-fold increase of expression in gall flowers relative to seed flowers. 

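Sucrose synthase, UDP-D-glucuronate carboxy-lyase, alpha-galactosidase and fructokinase-2 transcripts of Table E were compared between receptive gall and receptive seed flowers. Sucrose synthase had a ratio of 1.45 for Locus 14129, with an RPKM of 551 in gall and 380 in seed flowers, and of 6.24 (5.91 to 6.60) for Locus 5249, with an RPKM of 295 in gall flowers. Locus 27847, described as UDP-xylose synthase, the table's name for UDP-D-glucuronate carboxy-lyase, had a ratio of 2.49 (2.18 to 2.85). Alpha-galactosidase (Locus 1609) had a ratio of 2.55 (2.38 to 2.72) and fructokinase (Locus 36) a ratio of 1.59 (1.51 to 1.67). Over all transcripts so described, including those outside Table E, 3 of 7 sucrose synthase, 7 of 12 UDP-D-glucuronate carboxy-lyase, 3 of 7 alpha-galactosidase and 5 of 12 fructokinase transcripts were called higher in gall flowers and none lower. In pollinated flowers the gall to seed ratios of the Table E transcripts were 1.43 for Locus 14129, 1.81 (1.75 to 1.88) for Locus 5249, 1.14 (1.03 to 1.27) for Locus 27847, 0.839 (0.808 to 0.872) for Locus 1609 and 1.72 (1.66 to 1.79) for Locus 36. Read rates were also summed over all transcripts so described. In receptive flowers the gall to seed ratio of the sums was 2.53 (2.47 to 2.60) for sucrose synthase and 2.71 (2.62 to 2.80) for UDP-D-glucuronate carboxy-lyase. It was 2.11 (2.03 to 2.18) for alpha-galactosidase and 1.58 (1.55 to 1.62) for fructokinase. In pollinated flowers the ratios were 1.55 (1.52 to 1.59), 1.88 (1.84 to 1.92), 1.11 (1.08 to 1.14) and 1.34 (1.32 to 1.37) in the same order. There, 2, 2, 0 and 3 transcripts were called higher in gall flowers and none lower.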

Several transcripts assigned to sucrose, galactose and fructose metabolism (e.g., sucrose synthase, UDP-D-glucuronate carboxylyase, alpha-galactosidase and fructokinase-2) had high expression in gall flowers, suggesting gall flowers may have higher sugar content than seed flowers. In the domesticated fig (*Ficus carica*), concentrations of sucrose, galactose and fructose vary throughout fig development, peaking when figs are ripe; however, another peak occurs when the fig is receptive [53, 54]. Our data suggest the hypothesis that the higher nutritional quality of tissue in gall flowers may play a role in oviposition choice, with consequences for larval development. Seed flowers may lack the nutritional quality to support the development of a wasp larva, or may contain diminished nutritional resources with negative effects on larval development (Fig 3b). Consistent with this hypothesis, wasps that develop in seed flowers tend to be significantly smaller, less likely to be mated by male wasps, and have lower survival [3, 22, 55]. By providing a nutrient-rich subset of flowers for wasp development, figs could maintain female fitness by producing seeds from less nutritionally expensive seed flowers, and enhance male fitness by fostering more robust wasps that can carry more pollen over greater distances.

### Distinctive features of seed flowers in receptive syconia

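Kal's test called 1832 transcripts higher in receptive seed than in receptive gall flowers, with a median ratio of 2.93. Their median length was 494.5 bp, against 1553.5 bp for the transcripts called higher in gall flowers, and 46.2% had a protein hit, against 84.8%. Among those with at least 10 reads in each library, the smallest ratios of gall to seed flowers were those of Locus 23159 (0.00693, 95% interval 0.00564 to 0.00842), Locus 53703 (0.0149, 0.00818 to 0.0250) and Locus 45536 (0.0168, 0.0135 to 0.0206). The best protein matches of Locus 23159 and Locus 53703 are hypothetical bacterial proteins, and that of Locus 45536 is an animal protein. In pollinated seed flowers these transcripts had 43, 1 and 47 reads, after 3405, 229 and 1324 in receptive seed flowers.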

Of the 4,707 transcripts that were differentially expressed between gall and seed flowers in receptive syconia, 1859 were up-regulated in seed flowers. In the top 100 expressed transcripts of seed flowers, 73% either had no putative annotation or were assigned an annotation of unknown/hypothetical protein (compared to 40% in gall flowers). 

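Of the 100 transcripts with the highest RPKM in receptive seed flowers, 47 had no hit and 8 were described as hypothetical or unknown, together 55% (exact 95% binomial interval 44.7% to 65.0%). In receptive gall flowers the corresponding numbers were 36 and 7, together 43% (33.1% to 53.3%). In seed flowers 75 of the 100 were shorter than 200 bp. When the lists were restricted to transcripts called higher in the flower type, the shares were 60% and 36%, and when ranked by reads they were 20% and 4%.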

Interpretations are limited by a lack of sufficient gene annotation, but we cannot fully rule out the possibility that the fig is actively defending seed flowers or making them less attractive to foundresses for oviposition.

### Response of gall flowers to oviposition

Expression profiles from pollinated gall flowers were compared to pollinated seed flowers because both flowers typically receive pollen from the foundress [56], but differ in that seed flowers are not subject to oviposition. Pollinated gall flowers also were compared to receptive gall flowers because gall flowers were shown to have different expression profiles than seed flowers. Only transcripts that were differentially expressed (FDR < 0.05) in both comparisons, thereby having unique expression in pollinated gall flowers, were used in further analyses.

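In pollinated gall flowers, 1677 transcripts were called different against pollinated seed flowers (979 of them higher) and 1569 against receptive gall flowers (874 higher). Both comparisons called 757 transcripts. This count was 7392 in the test on read counts, 313 when a ratio of at least 2 was also required and 104 in edgeR's exact test with the assumed coefficient of variation. The comparisons share the pollinated gall library, so chance in that library enters both. Simulated libraries without differences between flower types gave 0 transcripts called in both from counting error alone, and a median of 1257 (1207 to 1332) with a coefficient of variation of 0.4 between samples. The 0 follows from the construction of the test, as for the receptive pair. The observed 757 lie below the range at 0.4, so this coefficient gives more calls than these libraries do and may be too large. The paper used the transcripts called in both comparisons as those potentially involved in the interaction of the flower with the wasp embryo or maternal secretion.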

A total of 910 transcripts were differentially expressed in pollinated gall flowers relative to both pollinated seed flowers and receptive gall flowers, and were identified as being potentially involved with the interaction between the fig flower and the wasp embryo or maternal secretion. 

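Of the transcripts called in both comparisons, 361 (47.7%) were higher in pollinated gall flowers than in both pollinated seed and receptive gall flowers. With no minimum on RPKM there were 502 (55.9%). Of the 361, 42 had no read in either receptive library, as transcripts of the wasp would, and 113 were also called higher in receptive gall than receptive seed flowers. With each comparison taken alone, the largest ratio of pollinated gall to pollinated seed flowers, among called transcripts with at least 10 reads in each, was 248 (95% interval 174 to 364) for Locus 169, described as heat shock protein 70, which had 80 reads in receptive gall flowers and 20438 in pollinated gall flowers. It was followed by 226 (123 to 472) for Locus 9520 and 153 (87.5 to 296) for Locus 5732, another heat shock protein 70. Locus 9520, described as lethal essential for life, had 0 reads in both receptive libraries, as a transcript of the wasp would. Locus 5732 had 87 reads in receptive gall and 2 in receptive seed flowers. Wasp RNA rather than a response of the flower may account for these 3 ratios, which was not tested. Against receptive gall flowers Locus 169 also had the largest ratio, 221 (178 to 279), followed by Locus 5646, a xyloglucan endotransglucosylase, at 126 (89.0 to 184) and Locus 187, without a description, at 115 (93.3 to 142). Locus 5646 was not called against pollinated seed flowers.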

The majority of these differentially expressed transcripts were up-regulated in pollinated gall flowers (55.8%; 508/910). Only 23% of the transcripts were down-regulated (209/910), and the remainder had mixed expression (i.e. up-regulated compared to pollinated seed flowers, but down-regulated compared to receptive gall flowers).

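Both comparisons called 208 transcripts lower in pollinated gall flowers (27.5%) and 188 with opposite directions. Of the latter, 125 were higher than in pollinated seed flowers and lower than in receptive gall flowers, and 63 the other way. The median length was 777 bp for the transcripts higher in both comparisons, 183 bp for those lower in both and 350 bp for the mixed ones. With each comparison taken alone, the smallest ratios of pollinated gall to pollinated seed flowers were 0.0625 (95% interval 0.0543 to 0.0716) for Locus 49598, 0.0786 (0.0652 to 0.0941) for Locus 43533, a myb transcription factor, and 0.0872 (0.0754 to 0.101) for Locus 51648. Against receptive gall flowers they were 0.0134 (0.0111 to 0.0159) for Locus 46030, an AP2/ERF transcription factor, 0.0282 (0.0193 to 0.0399) for Locus 51824 and 0.0289 (0.0226 to 0.0365) for Locus 42036.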

Among the up-regulated transcripts of pollinated gall flowers, 44 GO terms were significantly overrepresented (Table F in S1 File). 

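By the GO terms listed per transcript, 3.46% of the transcripts above the RPKM minimum were higher in pollinated gall flowers than in both other libraries. The share was 21.3% for flavonoid biosynthetic process (13 transcripts), 22.9% for naringenin-chalcone synthase activity (8), 26.7% for chalcone isomerase activity (4) and 20.0% for peroxidase activity (7). It was 11.9% for carbohydrate metabolic process (12) and 12.5% for defense response (9). None of the 16 transcripts of phenylpropanoid metabolic process was among them.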

Similar to receptive gall flowers, transcripts assigned to genes involved in flavonoid synthesis were the most common (present in 15 overrepresented GO terms; 34%) (Fig 3a). Chalcone synthase and isomerase also made up 20% of the top 100 expressed transcripts in pollinated galls. However, the up-regulated flavonoid pathway gene set in receptive and pollinated gall flowers does not completely overlap (Fig 3a). For example, the first gene in the flavonoid pathway, phenylalanine ammonia-lyase, had higher expression in receptive gall flowers, whereas some genes involved much later in the pathway (e.g. anthocyanin 5-aromatic acyltransferase) had higher expression in pollinated gall flowers.

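In pollinated gall flowers, 11 chalcone synthase and 5 chalcone isomerase transcripts were among the 100 with the highest RPKM, and 9 of the former were shorter than 200 bp. Pollinated seed flowers had 1 of each. Ranked by reads, pollinated gall flowers had 4 and 1. Restricted to transcripts higher in pollinated gall flowers than in both other libraries, the list held 6 and 4. The summed chalcone synthase RPKM was 24786 in pollinated gall and 5766 in pollinated seed flowers, 35 transcripts were called higher in gall flowers, and 8 were higher than in both other libraries. From receptive to pollinated gall flowers, the summed read rate of chalcone synthase changed by a ratio of 0.794 (95% interval 0.790 to 0.797), and its summed RPKM by 0.851. The gall to seed ratio of its summed read rate was 4.70 in receptive and 4.28 in pollinated flowers. The paper's abstract states that gall flowers raised chalcone synthase expression in response to oviposition. Here 8 transcripts were higher than in both other libraries, but the sum did not rise.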

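From receptive to pollinated gall flowers, the summed read rate of phenylalanine ammonia-lyase, without Locus 36926, changed by a ratio of 0.470 (95% interval 0.461 to 0.479). Its transcripts with the highest RPKM had ratios of 0.526 for Locus 33084, 0.713 for Locus 36926 (listed in Table C under this gene, described otherwise in the deposited table) and 0.458 for Locus 30420. The anthocyanin 5-aromatic acyltransferase transcript, Locus 20492, had a ratio of 3.11 (2.93 to 3.29), with an RPKM of 16.5 in receptive and 51.3 in pollinated gall flowers. It was also called higher than in pollinated seed flowers (ratio 2.23, 2.08 to 2.40), and in receptive flowers its gall to seed ratio was 2.80 (2.32 to 3.40) without being called. With uniquely mapped reads, the scalings, thinning or 1 added to each RPKM, the phenylalanine ammonia-lyase median stayed between 0.453 and 0.484. The acyltransferase ratio stayed between 2.96 and 3.11. With the length trend removed, the ratio was 3.15 for Locus 20492, 0.551 for Locus 33084, 0.742 for Locus 36926 and 0.480 for Locus 30420. For the Table C list as a whole the median ratio of pollinated to receptive gall flowers was 0.897, with 33 transcripts called higher and 24 lower. The gall to seed ratio of the list in pollinated flowers had a median of 2.62, and 105 transcripts were called higher in gall flowers. From these patterns, the paper states that the up-regulated pathway genes of the stages overlap only in part.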

High levels of flavonoids (specifically chalcone synthase) are present at the beginning stages of gall formation by diverse organisms, including *Agrobacterium tumefaciens*, *Plasmodiophora brassicae*, and root-knot nematodes, and are also observed in the nodules formed by *Rhizobia* [57–60]. During gall formation, flavonoids act as a transport inhibitor to auxin, a plant growth hormone, which allows its concentration to build in the galled tissue [57–60]. To the best of our knowledge, this is the first study to demonstrate a high expression level of transcripts assigned to chalcone synthase in an insect-induced gall.

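Transcripts described as beta-galactosidase, chitinase, peroxidase or beta-1,3-glucanase were compared in pollinated gall flowers against pollinated seed and receptive gall flowers. Higher than in both were 1 of 15 beta-galactosidase, 4 of 22 chitinase, 7 of 76 peroxidase and 2 of 42 beta-1,3-glucanase transcripts, and 1 peroxidase was lower than in both. Against pollinated seed flowers the summed read rates stood at 1.43 (95% interval 1.42 to 1.45) for beta-galactosidase, 2.96 (2.88 to 3.03) for chitinase, 1.46 (1.45 to 1.48) for peroxidase and 1.54 (1.52 to 1.56) for beta-1,3-glucanase. Against receptive gall flowers they stood at 1.02 (1.02 to 1.03), 1.27 (1.26 to 1.29), 1.05 (1.05 to 1.06) and 1.35 (1.34 to 1.37), and by summed RPKM those of beta-galactosidase and peroxidase stood at 0.804 and 0.941. Before pollination, 10 beta-galactosidase, 4 chitinase, 21 peroxidase and 4 beta-1,3-glucanase transcripts were already called higher in receptive gall than receptive seed flowers, and 3 peroxidases were called lower. The chitinase of Table C, Locus 20250, had an RPKM of 588 in receptive gall, 40.7 in receptive seed, 418 in pollinated gall and 137 in pollinated seed flowers.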

Several transcripts were assigned to defense-induction genes in three over-represented GO terms (i.e. beta-galactosidase, chitinase, peroxidases, and beta-1,3-glucanase; their roles in plant defense are reviewed in [61, 62]). Syconia often harbor many organisms in addition to fig wasps (including bacteria, fungi, nematodes [63, 64]). This non-specific defensive response could play a role in protecting developing galls from pathogens or other antagonists. In turn, fig wasps, which have been co-evolving with fig trees for over 80 million years, are likely to have developed a tolerance for such non-specific defense—an hypothesis to be addressed in future work.

### Hymenopteran gene expression in pollinated gall flowers

Overall, 7,045 transcripts from pollinated gall flowers were assigned to homologs from Hymenoptera (average coverage, 10.5x) (Table G in S1 File). 

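Of the transcripts with at least 10 reads in pollinated gall flowers and none in the receptive libraries, 7415 had a protein hit, and they held 1042683 reads. Their median was 48 reads and an RPKM of 1.32. Table G numbers its contigs differently from the deposited table, so it was joined by description and length, where a description occurred once in each and the lengths differed by at most 10%. This joined 25 of its 196 transcripts. They had 8447 reads in pollinated gall flowers (0.0143% of mapped reads), 2 in pollinated seed flowers and 0 in both receptive libraries, which allows a share of up to 5.88e-06% in receptive gall and 2.59e-05% in receptive seed flowers.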

Central metabolic pathways are relatively complete, such as the oxidative phosphorylation pathway (80.0% complete with 68/85 genes) or the citrate cycle pathway (91.3% complete with 21/23 genes). The number of Hymenopteran genes found was less than the 11,412 protein-coding genes in the genome of *Ceratosolen solmsi* [65], another fig-pollinating wasp; this is not surprising given that our data only include expression during the first 24 hours of wasp development.

The hymenopteran transcript with the highest level of expression was assigned to the gene *Giant* (*gt*) (RPKM = 9238.3, and ~3500 reads more than the next highest transcript). 

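The transcript described as Giant, Locus 4269 (1911 bp), had 14969 reads and an RPKM of 133 in pollinated gall flowers, 5 reads in pollinated seed flowers and 0 in receptive flowers. Against receptive gall flowers this is at least 4321-fold higher, with 3 reads taken as the limit of a count of 0. Among the transcripts with no read in the receptive libraries it ranked first by reads, followed by Locus 2695, a heat shock protein 90, with 14464, and it ranked 3 by RPKM, after Locus 3109, another heat shock protein 90, with an RPKM of 185, and Locus 28035, without a hit, with 151. Values in Table G are 58.8 times the deposited RPKM (median over the 25 joined transcripts; 10th to 90th percentile 54.9 to 60.7), and on that scale the RPKM of Giant is 7815.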

*Giant* is a maternally expressed gene that represses expression of the trunk gap genes so that the head and thorax form properly [66]. 

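Other transcripts with high read counts in pollinated gall flowers and none in receptive flowers included Locus 9520, described as lethal essential for life, with 6021 reads and an RPKM of 92.3. It ranked 5 both by reads and by RPKM among such transcripts, and it had 10 reads in pollinated seed flowers. Further transcripts with this description, Locus 35009 and Locus 16126, had 578 and 326 reads in pollinated gall flowers and 0 in the other libraries. From the expression of Giant and such genes, the paper proposes that the wasps were in embryogenesis when the gall flowers were collected.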

Additional transcripts with annotations to embryonic development were present among the highest expressed transcripts (e.g. *lethal(2)essential for life* **[** *l(2)efl*]). The high level of expression of these genes suggests that fig wasps were undergoing embryogenesis when gall flowers were collected.

A maternal secretion, which is deposited in every flower that receives an egg, has been associated with the initiation of gall growth in fig flowers [25, 67, 68]. However, the mechanism by which this secretion initiates gall growth is unknown. Growth continues in the presence of wasp eggs, which may share some gene expression with the maternal secretion that is important for gall growth. Therefore, genes that 1) potentially can be secreted from the egg as proteins and 2) shared by the venom gland (where the maternal secretion is produced) are potential candidates for gall initiation and growth.

Only 196 (2.8%) of the Hymenopteran transcripts observed here contain a signal peptide (Table G in S1 File). More than a third (34.2%) are assigned to hypothetical or unknown proteins. The top-expressing, annotated signal peptide protein (79^th^ highest expressing in all Hymenoptera transcripts) was assigned to icarapin, which has an active role in honeybee venom [69]. 

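Icarapin (Locus 7970, 1916 bp) had 1197 reads in pollinated gall flowers and 0 in the other libraries, at least 150-fold higher than in pollinated seed flowers and at least 346-fold higher than in receptive gall flowers against 3 reads as the limit. Its RPKM was 10.6, or 623 on the scale of Table G, where the paper's value is 624.16. It ranked 148 by RPKM among the 10743 transcripts with at least 10 reads in pollinated gall flowers and none in receptive flowers, a set chosen by reads and not by the taxonomic assignment of the paper.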

The function of icarapin is unknown, however it does produce an icarapin-specific IgE-response in humans [69]. When compared to proteins produced by the venom gland of *Nasonia vitripennis*, the only well-studied venom among wasps in the superfamily of Chalcidoidea, eight genes coding for proteins harboring signal peptides also shared homology with genes coding for venom proteins. Three are hypothetical proteins and the remaining five match genes predicted as serine protease, lysosomal acid phosphatase, chymotrypsin, lipase, and metalloproteinase (Table G in S1 File). Metalloproteinase has previously been identified as an effector in saliva of aphids and venom of the chalcid wasp, *Eulophus pennicornis* [70–71]. Additionally, plant matrix metalloproteinases are involved in plant growth, morphogenesis, and development [71]. Association with venom glands in other species and the presence of signal peptides suggest that these genes may be important in the fig-fig wasp association with regard to gall formation and maintenance.

## Conclusions

This study is the first to simultaneously describe and quantify the gene expression profile of both mutualistic partners in a plant-insect mutualism. Although replication and further experimental data are necessary to confirm quantification, the work presented here provides insight into gene expression relevant to oviposition choice and gall initiation in the fig-fig wasp mutualism. These analyses have revealed for the first time detectable differences in metabolism between gall flowers and seed flowers before oviposition. Detection of gene expression relevant to galling and defenses provides a new perspective on the dynamics within syconia before and after pollination. Our results suggest that differences between nutrient-rich and nutrient-poor flowers may help explain the balance of the seed-to-wasp ratio, long discussed in the study of this classical mutualism—and provide a suite of ideas ripe for further exploration.

## Supporting Information

S1 Fig Venn diagram displaying the number of assembled transcripts shared between samples. (PDF) Click here for additional data file.

S1 File Tables from the Ficus metatranscriptome analyses. Number of transcripts assigned to taxonomic groups for each sample (Table A). Overrepresented GO terms of up-regulated genes in receptive gall flowers compared to receptive seed flowers (Table B). Transcripts assigned to overrepresented GO terms associated with chalcone synthase in receptive and pollinated gall flowers (Table C). Transcripts uniquely expressed in receptive gall flowers (Table D). Transcripts assigned to overrepresented GO terms associated with carbohydrate metabolism in receptive gall flowers (Table E). Overrepresented GO terms of up-regulated genes in pollinated gall flowers compared to receptive gall flowers and pollinated seed flowers (Table F). Transcripts with assignment to Hymenoptera (Table G).
(XLSX) Click here for additional data file.

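All 108 transcripts of Table D had 0 reads in receptive seed flowers and between 47 and 914 in receptive gall flowers. At the read rate of receptive gall flowers, between 10.7 and 207 reads per transcript would be expected in receptive seed flowers, and against 3 reads the ratios were at least 3.55-fold to at least 69.1-fold, with a median bound of 9.75. The same 108 transcripts all had reads in pollinated gall flowers (14 to 1745) and in pollinated seed flowers (2 to 180), with a median ratio of pollinated gall to pollinated seed flowers of 1.37. An RPKM above 20 in receptive gall flowers was reached by 12 of them. Disease resistance proteins are named in 43 of the descriptions.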

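Table G gives, for each hymenopteran transcript with a signal peptide, its length, its RPKM in pollinated gall flowers, its best protein match and whether it matched a venom gene of Nasonia vitripennis. Its 8 transcripts with such a venom match could not be joined to the deposited table by description and length, so no values are given for them here. Of the joined transcripts, 24 have a hymenopteran as the organism of their match in Table G, and their RPKM in the deposited table can be compared between transcripts only on the deposited scale.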

# Supplementary material for: Metatranscriptome Analysis of Fig Flowers Provides Insights into Potential Mechanisms for Mutualism Stability and Gall Induction
**Source:** PLoS One. 2015 Jun 19;10(6):e0130745. doi: 10.1371/journal.pone.0130745

Supplemental Figure 1 – Venn diagram displaying the number of assembled transcripts shared between samples.

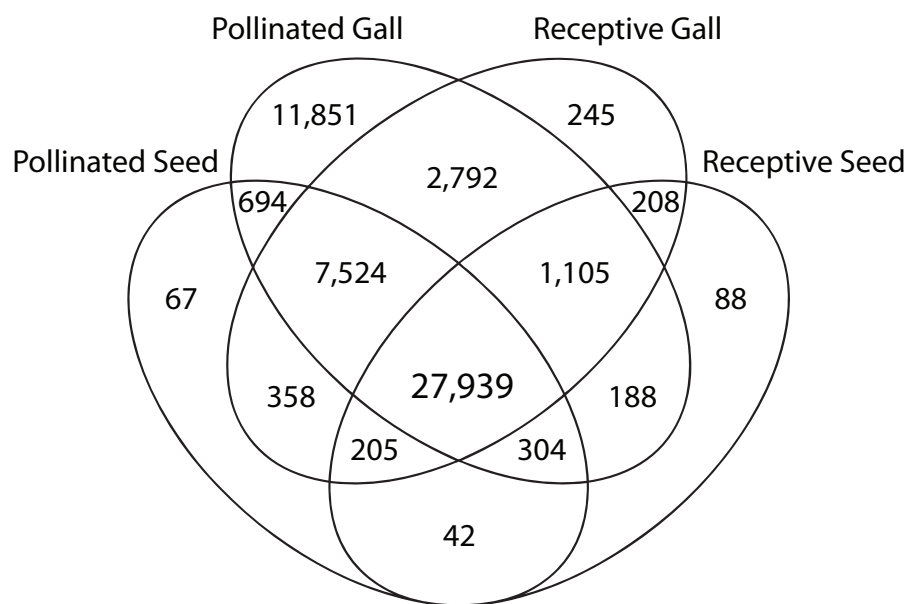

**Supplement:** S1 Fig

How the deposited data were processed for this re-analysis (not part of the article)

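RNA was sequenced from gall flowers and seed flowers of Ficus obtusifolia, receptive or collected 24 hours after foundress introduction, with 1 pooled library for each of the 4 flower types. The authors trimmed the paired-end reads of 100 bp (the first 10 bp were removed, and reads under 75 bp were discarded), assembled all libraries together with Oases, kept the longest sequence per locus and mapped each library to it with CLC Genomics Workbench. The count of all mapped reads and the count of uniquely mapped reads per transcript are used as the authors deposited them, without scaling. The RPKM, as deposited by the authors, is the count of all mapped reads scaled by transcript length and by the mapped reads of the library. It was rebuilt from the counts and lengths with a largest difference of 5.0e-04. Descriptions, hits, e-values and GO terms are those of the deposited table. A further 12 columns, 3 for each library, repeat other columns and were not used. Raw reads and transcript sequences were not analysed here.

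Libraries held between 11584069 and 58969477 mapped reads. The 100 transcripts with most reads took 6.58% of the reads in receptive gall, 7.49% in receptive seed, 5.51% in pollinated gall and 5.78% in pollinated seed flowers. The summed RPKM was 991149, 1193084, 965384 and 971801 in the same order. Ratios of single transcripts and of gene families are given with exact conditional binomial 95% intervals, and medians of lists with intervals from Poisson resampling of the reads. A transcript with 0 reads was set to 3 reads for a ratio, which is then a lower bound.

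Receptive gall flowers were compared with receptive seed flowers, and pollinated gall flowers with both pollinated seed and receptive gall flowers, by Kal's Z-test on RPKM divided by the library's sum, 2-sided, with Benjamini-Hochberg adjustment, an adjusted p under 0.05 and an RPKM above 20 in at least 1 library. With 1 library per flower type, this test has no measure of the variation between samples of the same flower type. The method was tested on simulated data, Poisson draws at the mean read rates of the 4 libraries and the depth of each library, in which 200 transcripts were changed by a factor of 4. It recovered 78% of them in receptive gall against receptive seed flowers, 77.5% in pollinated gall against pollinated seed flowers and 76.5% in pollinated gall against receptive gall flowers, with 0 false calls. The 0 follows from construction, because the test takes the summed RPKM as sample size, far below the number of reads. The same test on read counts recovered 90%, 90% and 86.5%, with 6, 7 and 40 false calls. The exact test of edgeR with an assumed biological coefficient of variation of 0.4 recovered 0% of changes by a factor of 4, and 89% of changes by a factor of 32, a size added after the first outcome was seen. An additive model of stage and flower type in edgeR (quasi-likelihood F-test, TMM scaling, 1 residual degree of freedom) was fitted to the 4 libraries. On simulated data with a coefficient of variation of 0.4 it recovered 31.5% of changes by a factor of 4 that were the same at both stages, with 0 false calls. Medians of the lists of Tables C and E were placed among 10000 random lists of transcripts matched in 20 bins of mean RPKM.

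Transcripts named singly were those whose annotation in Tables C, E or G, or description, is a gene that the text of the paper names, at most the 3 with the highest mean RPKM per gene, and the 3 with the largest ratio in each direction of each comparison among called transcripts with at least 10 reads in each library. Values in the paper's tables had been seen when this rule was set. Cinnamate 4-hydroxylase, Locus 38999, Locus 2695, Locus 3109 and Locus 28035 were named outside the rule, after their values were seen. Gene families and transcript classes were found by words in the descriptions, and the words for disease resistance, UDP-D-glucuronate carboxy-lyase, beta-1,3-glucanase and lethal essential for life, and the list of hymenopteran genera, were adjusted after the descriptions were seen. Table G was joined by description and length, since its numbering differs.

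Alternatives set before the data were examined were the Z-test on read counts, uniquely mapped reads, other RPKM minimums (none, above 5, or above 20 in a library compared), a ratio of at least 2 in addition, TMM scaling, scaling on the median ratio of transcripts above an RPKM of 20 in all libraries, thinning to the smallest library, edgeR's exact test, 1 added to each RPKM, minimums of 5 and 10 reads or an RPKM of 1 for detection, other top lists (ranked by reads, among called transcripts, top 50 and top 200), and the Table G transcripts without the most abundant or with a hymenopteran as best match. Chosen after the data were seen were the additive model, adjustment over every transcript, the same total for both libraries, the hymenopteran genus list and removal of the length trend. For the last, the median log2 ratio in 20 bins of length was interpolated and subtracted. The trend was first taken from the 5673 transcripts above an RPKM of 20 in all libraries, and after those values had been seen it was taken instead from the 8252 transcripts with a mean RPKM above 20, because a minimum in every library selects on the ratio itself. Values for both sets are given for the calls of the receptive pair, the receptive list medians, the length differences and the transcripts with opposite directions. With the set used first, the Table E mean was 5.28, and 51.2% of the calls of the receptive pair were higher in gall flowers. On simulated data with a slope of 0.30 on log2 length, the slope after removal was 4.0e-04. The GO hierarchy and a taxonomic assignment were not used here, so over-represented GO categories and taxonomic shares were not recomputed. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, matplotlib 3.10.9, R 4.3.3 and edgeR 4.0.16 were used.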

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

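The tests of missing reads against a Poisson expectation and of another fig individual were chosen after the results were seen, and the removal of the length trend uses a set of transcripts chosen after first values were seen.

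Gall to seed differences of receptive and pollinated flowers had opposite directions for 141 of the 1150 transcripts called at both stages, while 1009 (87.7%) had the same direction. This difference between the stages was not itself tested, because there is 1 library per flower type. Of the 141, 93 were higher in gall flowers when receptive and in seed flowers when pollinated, and 48 the other way. In 28 the ratio was at least 2 at both stages. The trend of the receptive ratio with transcript length was tested as the whole cause. With the trend removed at both stages, 105 of the 141 (74.5%) were still called with opposite directions, and 109 with the set of transcripts used first. Fewer than 10% was assumed to remain under this cause, a limit that was not simulated. A change with pollination stays open and untested, as does any difference between single libraries.

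In receptive seed flowers, 156 transcripts had no read although the lowest of the rates in the other libraries gives at least 10 expected reads. Table D of the paper lists 68 of them, and the other 88 are not listed there. The other libraries had 17 such transcripts (receptive gall), 7 (pollinated gall) and 12 (pollinated seed). The smaller number of reads does not account for them, since the Poisson chances of 0 reads over all 19963 transcripts with such an expectation sum to 0.0109. Of the 156, 34 (21.8%) are described as disease resistance proteins, against 2.04% of the 19963. Another fig individual in the receptive seed library, lacking genes of this family, is a candidate explanation that cannot be told apart from expression in receptive seed flowers. It would bring transcripts of its own, and 30 transcripts had at least 10 reads in receptive seed flowers and 0 elsewhere, against 59 in receptive gall, 6 in pollinated seed and 10429 in pollinated gall flowers. But the smallest library contributed least to the shared assembly, so transcripts of its own would be under-represented, and no sequence was analysed here that could decide. The paper states that all samples came from the same tree.

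Transcripts described as ribosomal RNA-like held 1.09% of the reads in receptive seed flowers, a signal outside the genes that the paper discusses. They held 0.578% in receptive gall, 0.351% in pollinated gall and 0.626% in pollinated seed flowers. Of the 120 such transcripts, 39 were called lower in receptive gall than receptive seed flowers and 6 higher. No technical or biological explanation was tested for this.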

How the results depend on the processing

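The additive model, removal of the length trend, the same total for both libraries, adjustment over every transcript, all values on genus-named transcripts and the alternatives for single named transcripts were tests chosen after the data were seen.

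The number of transcripts called between receptive gall and receptive seed flowers was within 1.5 times of 4294 under uniquely mapped reads (4162), no RPKM minimum (4877), the minimum in a library compared (4239), TMM scaling (4290), thinning (4362), adjustment over every transcript (4138), the same total (4389) and removal of the length trend (3766, of which 3258 are shared, or 3811 and 3365 with the trend from the first set). The Z-test on read counts called 9315 (4147 higher in gall and 5168 in seed flowers), and edgeR's exact test with an assumed coefficient of variation called 553 (489 and 64). For the calls in both comparisons of pollinated gall flowers (757), the test on read counts gave 7392 (1944 higher, 2322 lower and 3126 mixed), a ratio of at least 2 gave 313 (213, 71 and 29) and edgeR gave 104 (100, 4 and 0). Fewer calls follow from the construction of the ratio minimum. More calls on read counts follow from the totals that the test takes as sample sizes. In the receptive pair these were 51063005 and 11584069 reads, against a summed RPKM of 991149 and 1193084. For the other differences the cause was not tested. Within a stage no paired analysis was possible because each flower type has 1 library. Across the stages, an additive model in edgeR of stage and flower type, with 1 residual degree of freedom, called 161 transcripts (146 higher in gall and 15 in seed flowers), of which 125 (110 and 15) are shared, and 1672 of 10434 had an unadjusted p under 0.05. It takes the effect of flower type as equal at both stages and asks for a difference over both, so its calls answer another question. Of the 4294, 4232 had the same direction in it, which the shared receptive libraries favour by construction.

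The median ratio of the Table C list in receptive flowers (3.75) was 3.27 with uniquely mapped reads, 4.39 with TMM scaling, 4.36 with scaling on the median ratio, 4.08 with the length trend removed and 3.91 with the trend from the first set. In pollinated flowers (2.62) it was 2.44, 2.98 and 2.85 under the first 3 of these. For Table E the mean (5.10) was 5.97 with TMM scaling, 5.93 with scaling on the median ratio, 4.75 with 1 added to each RPKM and 5.41 with the length trend removed, and the median (3.64) was 4.26 with TMM, 4.23 with scaling on the median ratio, 3.30 with the trend removed and 3.35 with the trend from the first set. All of these stayed above 1. The scalings shift every ratio of receptive gall to receptive seed flowers alike; otherwise the cause was not tested.

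Transcripts seen in receptive gall flowers alone (245) numbered 2332 at 5 reads, 1817 at 10 reads, 1006 at an RPKM of 1 and 1023 after thinning. Detection in pollinated seed flowers (37132) fell to 24704 at 10 reads, and at an RPKM of 1 it was 24102 in receptive gall (40375) and 31750 in pollinated gall flowers (52396). A higher minimum detects fewer transcripts in a library by construction, and for the rise in receptive gall flowers alone the cause was not tested. Without the most abundant transcript, the share of reads on the joined Table G transcripts was 0.0117% in pollinated gall (0.0143%) and 0% in pollinated seed flowers (9.03e-06%), and that of genus-named transcripts was 1.37e-05% in receptive gall (4.7e-05%) and 0.0693% in pollinated gall flowers (0.0767%), which was 0.0779% with uniquely mapped reads. Chalcone synthase and isomerase made up 4% of the top list by reads in receptive gall flowers (17% by RPKM) and 5% in pollinated gall flowers (16%). In receptive seed flowers (1%) their share was 0% with uniquely mapped reads, among called transcripts and in the top 50, and in pollinated seed flowers (2%) it was 0% among called transcripts and in the top 50. The cause was not tested.

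Of 294 values for the ratios of 49 named transcripts, 206 stayed within the counting interval, 87 moved outside it in the same direction and 1 reversed, that of Locus 51955 in receptive flowers (6.24), which was 0.452 with uniquely mapped reads; the cause was not tested. Over all results that answer a comparison, 151 values under alternatives stayed within their limits and 56 moved, each of which is given above. Depth limits the receptive seed library most, where 3 reads on 1 kb are an RPKM of 0.259.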

Differences from the paper's values

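Ranking the top list among called transcripts, by reads, with uniquely mapped reads or at another length was set before the data were examined, and of the tests here the counts for cinnamate 4-hydroxylase and for Table C in the top list were chosen after the results were seen.

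The paper gives 30% for L-phenylalanine metabolism and names chalcone synthase within it, so the groups compared here may be narrower than the paper's. For the share of chalcone synthase among the 100 transcripts with the highest RPKM in receptive gall flowers, the value here is 13%. Alternatives gave 9% with uniquely mapped reads, 4% when ranked by reads, 14% among transcripts called higher in gall flowers, 8% in the top 50 and 7.5% in the top 200. Chalcone synthase and isomerase together were 17%, and 20% among transcripts called higher in gall flowers. Of all transcripts of Table C, 19 were among the 100, and 27 among the 100 called higher in gall flowers.

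On other points the statements of the paper and the values here part as follows. The paper's abstract states that gall flowers raised chalcone synthase expression in response to oviposition. Here 8 chalcone synthase transcripts were higher in pollinated gall flowers than in both other libraries. Their summed read rate over all transcripts so described changed by a ratio of 0.794 from receptive to pollinated gall flowers. The paper places Giant well ahead of the next hymenopteran transcript in reads. Here it also ranked first by reads among transcripts without reads in receptive flowers, with 14969 against 14464 for Locus 2695, but it ranked 3 by RPKM, after Locus 3109 with 185 and Locus 28035 with 151. The paper describes transcripts with mixed expression in pollinated gall flowers as higher than in pollinated seed and lower than in receptive gall flowers. Of 188 such transcripts here, 125 had these directions and 63 the opposite ones. The supplement presents the transcripts of Table D as uniquely expressed in receptive gall flowers. All 108 had 0 reads in receptive seed flowers, and all 108 had reads in pollinated gall and pollinated seed flowers. The paper states that the pathway genes from phenylalanine to flavonoids were higher in receptive gall flowers. Phenylalanine ammonia-lyase, 4-coumarate:CoA ligase, chalcone synthase, chalcone isomerase, flavanone 3-hydroxylase and flavonoid 3'-hydroxylase had transcripts called higher and none called lower here, as had cinnamate 4-hydroxylase (8 of 8 called higher), which was counted after the other values were seen. Among dihydroflavonol reductase transcripts 2 were called higher, among them Locus 1263 with a ratio of 3.87, and 1 lower, and the summed read rate of all of them had a ratio of 1.67.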

Other observations

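Tests of the pollinated pair, of the gall flower libraries against each other, of transcripts under 300 bp, of reads passed between libraries, of the denominator in Table G and of short chalcone synthase fragments were chosen after the results were seen, and removal of the length trend uses a set of transcripts chosen after first values were seen.

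The gall to seed ratio in receptive flowers rose by 0.93 in median log2 value from transcripts of 300 to 500 bp to those over 2000 bp, but shorter ones do not continue this (-0.51 at 100 to 200 bp, -0.38 at 200 to 300 bp and -0.74 at 300 to 500 bp). The smaller number of reads in receptive seed flowers does not account for this, since the difference was 0.94 with the libraries thinned to the same size. A few abundant transcripts do not either, since it was 0.93 without the 100 transcripts with most reads in each library. A difference between gall and seed flowers shared by both stages is also excluded as the cause, since the pollinated pair differed by 0.0184. With the set used first these values were 0.82, 0.83, 0.80 and 0.01. Between the seed flower libraries, pollinated to receptive, the difference was 0.69, and between the gall flower libraries, pollinated to receptive, it was -0.27, so that both receptive libraries differ from the pollinated ones. Differences in RNA quality or in library preparation of either receptive library, and a biological difference in receptive flowers, stay open and were not tested.

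This trend was tested as the whole cause of 3 list results. With it removed, the median ratio of receptive gall to receptive seed flowers was 4.08 (counting interval 3.90 to 4.35) for Table C and 3.30 (3.18 to 3.51) for Table E, where the trend as whole cause would leave 1. Transcripts of ribosomal proteins had a median log2 ratio of -0.85 (195 transcripts), and of -0.56 with the trend removed, below every random list of like mean RPKM (-0.47 to 0.27). With the set used first the values were 3.91, 3.35 and -0.63. In pollinated flowers the median log2 ratio of ribosomal protein transcripts was -0.30 (215 transcripts), also below every random list (-0.25 to 0.07). Both lists were chosen by the study on these libraries, and a difference between single libraries other than this trend stays open.

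Disease resistance transcripts had a median ratio of receptive gall to receptive seed flowers of 2.57 (644 transcripts) and of 1.19 in pollinated flowers (646). Their length or low expression together with the trend does not account for the receptive value, which lay at percentile 100 of random lists matched on both (log2 1.36 against -0.56 to 0.01). The pollinated value was smaller but also lay above all of its matched lists (log2 0.25 against -0.26 to 0.02), while their summed read rate had a ratio of 1.00 (95% interval 0.997 to 1.01) and 4 were called higher and 2 lower. Of the 407 disease resistance transcripts with at least 10 reads expected in receptive seed flowers, 34 had no read there. Genes absent from another individual would leave no reads, unless reads of related genes fell on their transcripts. No sequence was analysed, so absence cannot be excluded for the rest of the 407. Transcripts with fewer expected reads cannot be judged either. Absence and lower expression in receptive seed flowers both stay open for the receptive value as a whole. For the pollinated value no explanation was tested.

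Reads on genus-named transcripts in pollinated seed flowers may have been passed from pollinated gall flowers between libraries of the shared lane. Receptive gall flowers on that lane had such reads too, and the rate in pollinated seed flowers was 2.21 times theirs (95% interval 1.19 to 4.09), or 5.27 times (2.05 to 15.2) without Locus 38999. The numbers were 23 reads in pollinated seed and 24 in receptive gall flowers, or 7 in the latter without Locus 38999. Receptive seed flowers had 2 (1.73e-05%). Passing in equal number would not be likely to give 2 and 23 reads. Passing at an equal rate cannot be judged, because the intervals are too narrow if both reads of a pair were counted. Passed reads and oviposition or contamination during collection still cannot be told apart. The numbers are small, and how passed reads divide among libraries is not known.

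For wasp transcripts, the RPKM in Table G is 58.8 times the deposited value in the median, and 22 of 25 joined transcripts lie within 10% of that factor. Another denominator, reads on hymenopteran transcripts alone, is a candidate explanation. The factor implies 1002335 reads, and transcripts with a hit and reads in pollinated but not receptive flowers held 1042683.

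Short fragments of the same transcripts counted separately may raise the number of chalcone synthase entries among the highest RPKM, where 10 of 13 are under 200 bp. Chalcone synthase transcripts under 200 bp had a median ratio of receptive gall to receptive seed flowers of 2.497 and longer ones of 9.94, while in pollinated flowers the medians were 4.54 and 4.28. Fragments of the same transcript and short transcripts of separate genes cannot be told apart without sequence.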
